A study of Homo sapiens with 13 samples. Its data were reported in "Spatial proteomics and transcriptomics reveal early immune cell organization in pancreatic intraepithelial neoplasia" (2025).

How the data were processed

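Segments of formalin-fixed, paraffin-embedded resected pancreas were profiled by Visium for FFPE tissue, in which pairs of gene-specific probes are ligated on the transcript, captured on barcoded spots and sequenced with unique molecular identifiers. Groups and patient numbers came from the sample labels: 4 normal, 3 CP, 1 PanIN and 5 PDAC segments. Other segments of the series were not analysed here. Per the file headers, the authors made the deposited counts with Space Ranger 1.3.1, and the submitters' processing notes name GRCh38 and Seurat. Each matrix holds whole-number UMI counts per gene and spot, not normalized, for spots over tissue and for genes left after probes with off-target activity were removed. The version of the annotation is not given in the sources used here. Pathologists' annotations and image-based tissue types were not used here, so spots that the study removed for folds, loose tissue or fat remain in the sums.

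Genes were identified by the symbols and Ensembl identifiers of the files. Positions came from the GENCODE annotation of GRCh38, matched by identifier for 17922 of 17943 genes, with coordinates counted from 1. Because some genes follow a person and not a tissue, 200 genes (those of the Y chromosome, HLA, immunoglobulin and T cell receptor genes and a few others) were never named.

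For comparisons of region types, counts were summed per segment over all spots, because the patient and not the spot is the replicate. Segments with a median of under 500 UMIs per spot were left out, which removed the PDAC segment of patient 4. Genes were filtered with filterByExpr, library sizes were scaled by TMM factors, and edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3) fitted 1 model over normal, CP and PDAC segments with the patient as a block, leaving 5 residual degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Log2 fold changes are first group over second, and the SE is the absolute log2 fold change divided by the square root of F. Means of normalised CPM use the same factors. DESeq2 1.42.0 was the alternative tool. Adjusted p that DESeq2 gave as missing stayed missing.

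Patient numbers pair the segments because segments with the same number come from the same patient. As a check, deviations from group means across 11759 genes correlated within patients 1, 2, 3 and 5 at r of 0.307, 0.475, 0.129 and 0.511 for PDAC and normal, within patients 1, 3 and 5 at 0.432, 0.771 and 0.533 for CP and normal, and at 0.147, 0.0527 and 0.591 for PDAC and CP. Genes are not independent replicates in such a correlation.

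Before the data were examined, 31 gene lists of cell types, states and study-named genes were fixed, together with the tests, the alternatives and the rule for naming genes. Lists with at least 3 tested genes were tested by camera of limma 3.58.1 on voom values with the same design and an inter-gene correlation of 0.01, and again with a correlation estimated per list, and by fry. Single genes of a list were adjusted over all genes and over the list alone. Named genes were the 8 largest rises and 8 largest falls among called genes that changed the same way in every patient and had a mean of at least 20 CPM in the higher group, the study-named genes, the 2 most abundant members of each list, and called members of a list.

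Spot classes used spots with at least 500 UMIs. A spot was lymphoid-high with at least 5 UMIs of 10 T cell and 10 B cell selection genes, at least 1 of each kind, at least 0.5% of the spot's UMIs and an adjacent spot that also passed. Spots within 2 spots of these were neighbours. For shares, each spot was thinned to 1000 UMIs, spots with fewer were left out, and the class then needed at least 5 UMIs of the 1000. Selection genes were left out of named spot genes. Shares between region types were compared by a two-sided exact sign-flip permutation test of within-patient differences. In the PanIN segment, genes with at least 100 UMIs in either class or segment were ranked by ratio with 0.5 UMIs added, and printed ratios are of CPM without it. That size rule was used for spot classes because at the planned share of 0.5% no test was possible (a share of 0.25% allowed 1 over 2 patients), and was chosen after seeing the data, as was the limit to other spots of the PanIN segment. List medians were set among 10000 random lists matched on mean expression, over genes with at least 20 UMIs. Intervals of counts are exact Poisson, those of shares exact binomial (Clopper-Pearson), both at 95% and for counting error only, and a count of 0 allows up to 3 counts.

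The steps were tested on simulated data before use. For PDAC against normal over 16078 genes, with 100 genes changed 2-fold and 100 changed 4-fold, edgeR recovered 27% and 84% with 1 false call, and DESeq2 35% and 92% with 33 false calls. Camera found a raised list with both correlations and called 0 of the unchanged lists. That 0 holds for the simulated lists only. In the real PDAC against normal comparison, estimated correlations ran from 0.000758 (12-chemokine list) to 0.940 (acinar list), against the preset 0.01. The simulation does not measure false shifts of real lists with high correlations. Alternatives tried were DESeq2, total counts, acinar genes left out, no expression filter, no patient block, spots of at least 500 UMIs, all segments, each segment left out, an estimated list correlation and other thresholds for spots. Added after seeing the data were a robust estimate of the spread, patient 2 left out, segments thinned to 3032169 UMIs, the PanIN segment's spots alone for distances, other settings for the PanIN share, and spots thinned to 1000 UMIs for the correlation across spots. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 computed shares and drew the plots.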

Results

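Visium spatial transcriptomics, which counts probe-tagged transcripts in an array of small tissue spots, was applied to 13 fixed segments of resected pancreas from 5 patients. Each segment was a region chosen as normal pancreas (n = 4), chronic pancreatitis (CP, n = 3), pancreatic intraepithelial neoplasia (PanIN, the precursor lesion, n = 1) or tumor labelled pancreatic ductal adenocarcinoma (PDAC, n = 5). Group names are those of the sample labels and need not be each patient's diagnosis. Across 32083 spots over tissue and 17943 genes, the total of unique molecular identifiers (UMIs, counts of single captured molecules) ranged from 197054 in the PDAC segment of patient 4 to 87673803 in the normal segment of patient 5. The median UMIs per spot were 122 in the PDAC segment of patient 4, 790 in that of patient 2, 4045 in the PanIN segment and up to 25107 elsewhere. The PDAC segment of patient 4 lay under the minimum depth, and PanIN had 1 segment, so both were described by their values. The tested groups were normal (patients 1, 2, 3 and 5), CP (patients 1, 3 and 5) and PDAC (patients 1, 2, 3 and 5).

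The segments differed in how much of their RNA came from acinar cells, the enzyme-secreting cells of the exocrine pancreas. Acinar-list genes took 53.6%, 67.2%, 68.5% and 46.3% of UMIs in the normal segments of patients 1, 2, 3 and 5. In the CP segments the share was 26.2%, 57.9% and 5.64% for patients 1, 3 and 5, and in the PanIN segment it was 14.9%. In the PDAC segments it was 26.5%, 1.69%, 0.523%, 1.58% and 0.114% for patients 1 to 5. Matrix fibroblast genes, which encode collagens and other parts of fibrous stroma, took 1.56%, 0.0447%, 0.0605% and 1.45% of UMIs in the normal segments and 4.40%, 1.96%, 2.57%, 6.84% and 4.62% in the PDAC segments. Their share was 2.72%, 0.333% and 3.51% in CP and 4.72% in PanIN. With these totals the counting error of a share was small. The exact 95% binomial interval of the acinar share in the shallowest segment, PDAC of patient 4, ran from 1.53% to 1.64%.

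**Figure D1:**
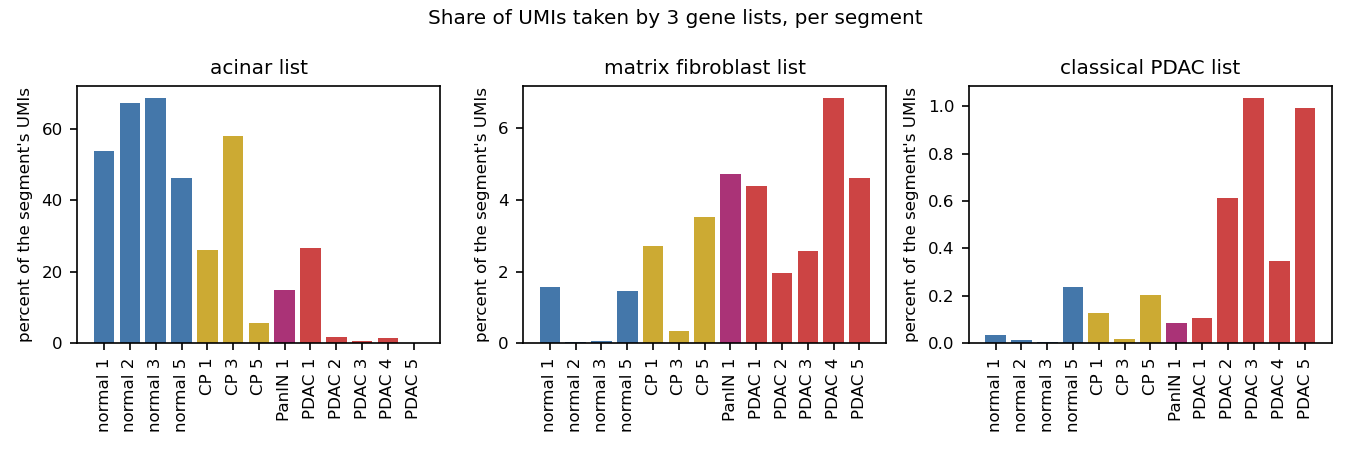
Percent of each segment's UMIs taken by the acinar, matrix fibroblast and classical PDAC gene lists (vertical axes, each panel with its own scale), with 1 bar per segment and no error bars because each bar is 1 segment. The acinar share lies between 46.3% and 68.5% in the 4 normal segments, and the PDAC segment of patient 1, at 26.5%, stands above the other PDAC segments.

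The comparison of PDAC with normal segments asked which transcripts differ between tumor and uninvolved pancreas of the same patients. Among the genes called and named by size, S100P, a calcium-binding protein, rose by 5.78 on the log2 scale (SE 1.13, n = 4 patients, edgeR adjusted p = 0.0374), and PSCA, a lipid-anchored surface protein, by 5.65 (SE 1.09, edgeR adjusted p = 0.0374). REG4, a secreted lectin, rose by 4.17 (SE 0.58, edgeR adjusted p = 0.0358) and MUC5AC, a gel-forming mucin, by 4.01 (SE 0.81, edgeR adjusted p = 0.0381). PHGR1 (4.71, SE 1.04), the surface glycoprotein gene MSLN (4.58, SE 1.08), the calpain gene CAPN9 (4.48, SE 0.94) and the focal adhesion gene TNS4 (4.33, SE 0.99) also rose. S100P lies on chromosome 4 from 6693878 to 6697170, PSCA on chromosome 8 from 142670308 to 142682725, REG4 on chromosome 1 from 119794017 to 119811580 and MUC5AC on chromosome 11 from 1157953 to 1201138 (GRCh38).

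The falls named by the same rule included MT1G and MT1H, metallothioneins that bind zinc and copper, which fell by 5.38 (SE 1.27, edgeR adjusted p = 0.0478) and fell by 4.78 (SE 1.11, edgeR adjusted p = 0.0463) on the log2 scale, respectively. These genes belong to a family of near-identical copies, so their split between copies is uncertain. BHLHA15, a transcription factor of secretory cells, fell by 4.38 (SE 1.05, edgeR adjusted p = 0.0485), and FAM3B, which encodes a secreted cytokine-like protein, fell by 3.39 (SE 0.58, edgeR adjusted p = 0.0358). TMEM52 (-4.76, SE 1.14), the colipase-like gene CLPSL1 (-4.10, SE 0.87), the cargo-transport gene TMED6 (-4.07, SE 0.79) and the coagulation factor gene F11 (-3.48, SE 0.84) fell too. MT1G lies on chromosome 16 from 56666730 to 56668065, BHLHA15 on chromosome 7 from 98211439 to 98215457 and FAM3B on chromosome 21 from 41304212 to 41357727.

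**Figure D2:**
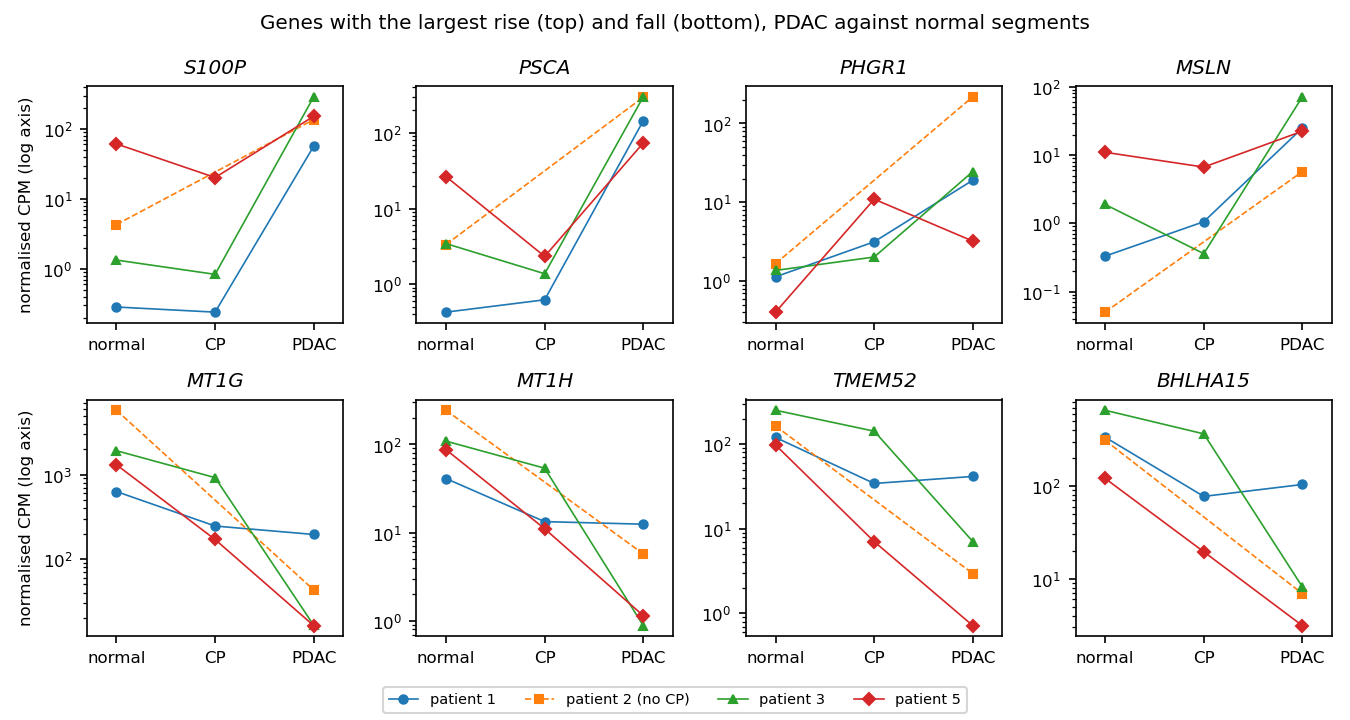
Normalised CPM of the 4 genes with the largest rise (top) and the 4 with the largest fall (bottom) between normal and PDAC segments. The ranking is among called genes that moved the same way in every patient, with a mean of at least 20 CPM in the higher group. CPM are UMI counts scaled to a common library size, on a log axis. Each panel has 1 point per segment and lines joining the segments of a patient. Patient 2 had no CP segment (dashed line), the 0 of MSLN in that patient's normal segment is drawn at 0.05 CPM, and for all 8 genes each of the 4 patients moved the same way from normal to PDAC.

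In all, 1168 of 16079 tested genes changed between PDAC and normal segments, 630 of them higher and 538 lower in PDAC, and each of the 1168 moved the same way in 4 of 4 patients. The lowest adjusted p was 0.0252, and 5494 genes had an unadjusted p under 0.05. DESeq2 called 4475 genes, which held all 1168. The count rested on the pairing of segments by patient: with no replicate block edgeR called 0 genes (3239 at an unadjusted p under 0.05), and with patient 2 left out, a choice made after seeing the data, it called 0 (3986 unadjusted). Leaving out 1 segment at a time gave 0 genes for normal 1, 2 or 3, for CP 1, 3 or 5 and for PDAC 2 or 5, with 3606 to 5117 genes at an unadjusted p under 0.05, and gave 510 without normal 5, 590 without PDAC 3 and 1756 without PDAC 1. On total counts without composition factors, which moved the median log2 fold change of all genes from 0.11 to 1.41, 11933 genes were higher and 160 lower. None of the called genes named for this comparison changed sign on total counts or in DESeq2. Their sizes did move on total counts. The falls shrank, as for DNAJB9 (-1.40 to -0.13), PKHD1 (-2.03 to -0.78) and CFTR (-2.24 to -0.95). The rises grew, as for ETS1 (0.75 to 2.08).

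By gene list, matrix fibroblast genes and smooth muscle and pericyte genes were higher in PDAC. The inflammatory fibroblast (median -1.03), adipocyte (-0.85) and endothelial lists (0.28) did not shift. All 21 matrix fibroblast genes had a log2 fold change above 0 (median 2.42), and 6 of them rose: INHBA (3.0, SE 0.62), VCAN (2.70, SE 0.62), THBS2 (2.42, SE 0.58), BGN (2.24, SE 0.54), COL6A3 (1.96, SE 0.45) and FAP (1.69, SE 0.28). Adjusted over the list alone, 20 rose. COL1A1, among the list's most abundant genes, was at 2.64 (SE 0.91) and did not pass, with an adjusted p of 0.0914 (edgeR). The list shifted upward in limma's camera test (adjusted p = 9.89e-11) and had an adjusted p = 0.72 with an estimated correlation. Of the 9 smooth muscle and pericyte genes, which encode contractile proteins and mural cell receptors, 5 rose: ACTA2 (1.92, SE 0.45), PDGFRB (1.82, SE 0.32), MYL9 (1.74, SE 0.39), NOTCH3 (1.45, SE 0.20) and TAGLN (1.06, SE 0.23). Adjusted over the list alone, 6 rose, and camera gave an adjusted p = 9.58e-05 with the preset correlation and 0.72 with an estimated correlation.

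Epithelial lists moved apart. All 19 tested classical PDAC genes, markers of gland-forming tumors, were above 0 (median 3.15), with REG4 and LGALS4 (2.27, SE 0.47), a galectin, called and 15 adjusted over the list alone. The list's share of UMIs was 0.106% in PDAC of patient 1, below normal of patient 5 (0.235%) and CP of patients 5 (0.205%) and 1 (0.127%), and 0.611%, 1.03% and 0.990% in PDAC of patients 2, 3 and 5. All 18 basal PDAC genes, markers of squamous-type tumors, were above 0 (median 1.87), with TNS4, SCEL (3.50, SE 0.72) and the glucose transporter gene SLC2A1 (2.53, SE 0.58) called and 4 adjusted over the list alone. Both lists shifted upward (camera adjusted p = 6.79e-06 and 0.0027, adjusted p = 0.72 with an estimated correlation for both). All 20 acinar genes were below 0 (median -7.10), yet 0 were called by edgeR, also when adjusted over the list alone, with 9 at an unadjusted p under 0.05 and 20 called by DESeq2. CLPS, the pancreatic colipase, stood at -8.03 (SE 4.01, edgeR adjusted p = 0.194). The acinar list shifted downward (camera adjusted p = 3.48e-13, adjusted p = 0.72 with an estimated correlation). The ductal list shifted downward as well (adjusted p = 0.021, adjusted p = 0.72 with an estimated correlation), though its median of -0.72 became 0.57 on total counts, with the bicarbonate transporter gene SLC4A4 (-2.80, SE 0.56), the chloride channel gene CFTR (-2.24, SE 0.47) and PKHD1 (-2.03, SE 0.49) falling and the keratin gene KRT7 (1.36, SE 0.29) rising. Adjusted over the list alone, 1 ductal gene rose and 6 fell.

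Among lists of cell state and immune cells, proliferation (14 of 14 genes above 0, median 1.78) and interferon response (14 of 14, median 1.33) shifted upward, each with a camera adjusted p = 9.58e-05 and an adjusted p = 0.72 with an estimated correlation. RRM2 (1.67, SE 0.38), a subunit of ribonucleotide reductase, was called in the first, with 13 genes adjusted over the list alone, and the antiviral genes OAS2 (2.01, SE 0.47) and IRF7 (1.21, SE 0.28) in the second, with 12. T cell exhaustion genes (8 of 8 above 0, median 0.87, camera adjusted p = 0.00702) included ENTPD1 (1.67, SE 0.32), an ectonucleotidase, and LAYN (1.41, SE 0.22), and 5 rose adjusted over the list alone. Counts were summed over all cells of a segment, and the T cell selection list did not shift (camera adjusted p = 0.464). Whether the exhaustion genes rose in T cells was not tested. The regulatory T cell list (8 of 8, median 1.46, camera adjusted p = 0.00716) had 0 genes called over all genes by edgeR (5 at an unadjusted p under 0.05, 5 by DESeq2) and 5 adjusted over the list alone. The macrophage list (14 of 14, median 1.11, camera adjusted p = 0.0231) had 0 called either way by edgeR, with 7 at an unadjusted p under 0.05 and 7 called by DESeq2. With an estimated correlation the adjusted p was 0.72 for the exhaustion and regulatory lists and 0.791 for macrophages. The unfolded protein response list shifted downward (median -0.55, or 0.78 on total counts, camera adjusted p = 0.0191, adjusted p = 0.72 with an estimated correlation), with the chaperone gene DNAJB9 (-1.40, SE 0.22) called and 3 adjusted over the list alone.

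In total 12 of 30 tested lists shifted, 9 upward and 3 downward, and 0 passed with an estimated correlation. Exchanging the region types within patients gave at least as many shifted lists in 3 of 8 splits, the real one included. Limma's fry, which asks whether a list's genes move on balance one way, called 0 lists (lowest adjusted p = 0.0597), and its mixed test, for change in either direction, called 9. The 18 lists that did not shift had camera adjusted p from 0.147 to 0.903: the selection lists of T cells and of B cells, islet, inflammatory fibroblast, endothelial, lymphatic and high endothelial venule, adipocyte, nerve and Schwann, naive and central memory T cell, cytotoxic lymphocyte, germinal centre and follicular dendritic cell, plasma cell, 12-chemokine TLS (tertiary lymphoid structure) signature, dendritic cell, neutrophil, mast cell, hypoxia, and the study-named TLS genes. Within them the plasma cell genes PRDM1 (1.14, SE 0.23), FKBP11 (-2.09, SE 0.38) and XBP1 (-2.07, SE 0.50), the last 2 also part of secretory cells in general, and the mast cell tryptase gene TPSB2 (1.3, SE 0.23) were called. Adjusted over the list alone, the hypoxia list had 4 genes higher and 2 lower, the plasma cell list 2 and 2, and the endothelial, mast cell and naive and central memory T cell lists 1 higher each. Median, mean and test differed in sign for the plasma cell list (0.54, 0.14, down), the dendritic cell list (-0.15, 0.09, down) and the B cell list (-0.03, 0.13, up). The red blood cell list had 2 tested genes and was not tested as a list.

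The study named 10 genes of lymphoid aggregates, a list chosen on segments that include these, so its direction here is not independent evidence. ETS1, PAX5, NFKB2 and FOXP3 were named there for inferred transcription factor activity, which is not the transcript level compared here. The study also reported sparse detection of FOXP3 transcripts. ETS1, a transcription factor of lymphocytes (chromosome 11 from 128458761 to 128587558), rose by 0.75 (SE 0.18, edgeR adjusted p = 0.0486, 4 of 4 patients). It was the 1 gene of the list called by edgeR, also when adjusted over the list alone, while DESeq2 called 4 of the 10. The regulatory T cell factor FOXP3 stood at 1.62 (SE 0.50, edgeR adjusted p = 0.0724), the lymphotoxin gene LTB at 1.51 (SE 0.61, edgeR adjusted p = 0.13), the B cell chemoattractant CXCL13 at 1.38 (SE 0.56, edgeR adjusted p = 0.13) and NFKB2 at 0.47 (SE 0.22, edgeR adjusted p = 0.169), each higher in 4 of 4 patients. The chemokine gene CCL19 was at 0.73 (SE 0.84). Values for CR2 (-0.48, SE 1.01), CCL21 (-0.42, SE 0.44), CXCR5 (-0.27, SE 0.47) and PAX5 (0.10, SE 0.76) lay within their errors of 0 and changed sign under some of the settings tried.

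The comparison of CP with normal segments asked what differs between regions labelled inflamed and normal. All came from resections that held tumor, and the study shows low-grade PanIN in a CP segment. CP is therefore not a control free of neoplasia. Matrix fibroblast genes were higher in CP (21 of 21 above 0, median 0.98, camera adjusted p = 1.78e-05, adjusted p = 0.826 with an estimated correlation), and so were endothelial genes, which line vessels (10 of 10, median 0.55, camera adjusted p = 0.000974), macrophage genes (14 of 14, median 0.77, camera adjusted p = 0.00172) and smooth muscle and pericyte genes (9 of 9, median 0.77, camera adjusted p = 0.00227). Islet genes, which encode the pancreatic hormones and their processing (13 of 13, median 1.23), and T cell exhaustion genes (8 of 8, median 0.67) were higher at a camera adjusted p = 0.0118, mast cell genes (5 of 7, median 0.90) at 0.0183 and cytotoxic lymphocyte genes (12 of 12, median 0.46) at 0.0317. Lower were the unfolded protein response (9 of 9, median -0.64, or 0.20 on total counts, camera adjusted p = 0.000207), acinar (20 of 20, median -2.23) and interferon response lists (9 of 14, median -0.16, or 0.59 on total counts), the last pair at a camera adjusted p = 0.0118. With an estimated correlation the adjusted p was 0.826 or 0.846 for each of these 11 lists, and fry called 0 lists (lowest adjusted p = 0.412), also 0 in its mixed test. Total counts moved the median of all genes from 0.06 to 0.88, and the other 9 list medians kept their sign. Adjusted over the list alone, 2 smooth muscle and pericyte genes and 2 mast cell genes were higher. No gene passed in edgeR (0 of 16079, lowest adjusted p = 0.214, 1823 at an unadjusted p under 0.05), and DESeq2 called 203. Without CP 3, 5 lists shifted, 1 higher and 4 lower, and without normal 3, 9 shifted, 5 higher and 4 lower. With region types exchanged within patients, 7 of 8 splits, the real one included, gave at least 11 lists. The other 19 lists had camera adjusted p from 0.0965 to 0.940, and median, mean and test differed in sign for the study-named (0.12, -0.12, down), basal PDAC (0.05, -0.41, down), hypoxia (0.02, -0.04, down), proliferation (0.07, 0.09, down) and naive and central memory T cell lists (0.35, 0.34, down).

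Among single genes in CP, CLPS stood at -2.77 (SE 3.23) and CELA3A, an elastase, at -2.50 (SE 3.15), lower in 3 of 3 patients with errors larger than the difference. JCHAIN, the antibody joining chain, was at 1.35 (SE 0.58) and complement C3 at 1.34 (SE 0.61), both higher in 3 of 3 patients at edgeR adjusted p of 0.44 and 0.45. CXCL13 was at -0.94 (SE 0.61, edgeR adjusted p = 0.595). Of the study-named genes 0 passed in edgeR, also when adjusted over the list alone, with 1 at an unadjusted p under 0.05 and 0 called by DESeq2.

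The comparison of PDAC with CP asked what separates tumor from inflamed pancreas. Interferon response genes were higher in PDAC (14 of 14, median 1.55, camera adjusted p = 3.96e-10), and 14 of them passed adjusted over the list alone, with ISG15 at 2.28 (SE 0.59). Proliferation genes (14 of 14, median 1.66) and classical PDAC genes (18 of 19, median 2.67) were higher at a camera adjusted p = 2.22e-07, with 10 and 6 passing adjusted over the list alone. Matrix fibroblast (20 of 21, median 1.63, camera adjusted p = 1.64e-06), basal PDAC (18 of 18, median 2.33, 4.16e-05), smooth muscle and pericyte (8 of 9, median 0.64, 0.00705), regulatory T cell (8 of 8, median 0.92, 0.00786) and study-named TLS genes (9 of 10, median 0.43, 0.0346) were higher too. Acinar (20 of 20, median -4.67, camera adjusted p = 1.14e-10), islet (13 of 13, median -1.62, 4.16e-05), nerve and Schwann (10 of 10, median -0.92, 0.00121), ductal (7 of 10, median -0.76, 0.0147) and inflammatory fibroblast genes (9 of 11, median -1.73, 0.0346) were lower. With an estimated correlation the adjusted p was 0.575, 0.578 or 0.603 for each of these 13 lists, and fry called 0 lists (lowest adjusted p = 0.184), also 0 in its mixed test. On total counts the median of all genes moved from 0.02 to 0.50, and the 13 list medians kept their sign. The islet share of UMIs was 0.618%, 1.07% and 1.24% in CP of patients 1, 3 and 5. It was lower in PDAC of the same patients (0.459%, 0.0282% and 0.199%). In PDAC of patient 2, who had no CP segment, it was higher, at 2.22%. Adjusted over the list alone, 6 basal PDAC genes were higher and 3 ductal genes lower, and the 12-chemokine list had 1 of each. The other 17 lists had camera adjusted p from 0.0733 to 0.997, and median, mean and test differed in sign for the T cell selection list (-0.02, 0.07, down) and the cytotoxic lymphocyte list (0.04, 0.02, down).

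No gene passed between PDAC and CP in edgeR (0 of 16079, lowest adjusted p = 0.373, 2130 at an unadjusted p under 0.05), while DESeq2 called 461. CXCL13 (chromosome 4 from 77511753 to 77611834) stood at 2.31 (SE 0.62), higher in 3 of 3 patients, with an edgeR adjusted p of 0.373 and a DESeq2 adjusted p of 0.0116, where the settings tried gave 0.0116 to 0.927. Its mean was 5.92 ± 2.78 CPM (SD, n = 4) in PDAC and 1.36 ± 0.502 CPM (SD, n = 3) in CP. TNS4 was at 6.76 (SE 1.26) and UBE2C, a ubiquitin-conjugating enzyme of dividing cells, at 2.71 (SE 0.85), both higher in 3 of 3 patients at an edgeR adjusted p of 0.373.

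Spots rich in both T cell and B cell transcripts were sought in each segment, since the study asked about lymphoid aggregates near lesions. The class is a range of a score and not the pathologists' annotation of aggregates. By share of UMIs, 66 spots were lymphoid-high, 63 in the PanIN segment and 3 in the PDAC segment of patient 5, and 83 spots lay near the threshold. The 63 spots formed 6 groups of adjacent spots, the largest of 21 spots. With every spot thinned to 1000 UMIs, 57 of 1869 PanIN spots were lymphoid-high (3.05%, exact 95% interval 2.32% to 3.93%), against 2 of 1645 in the normal segment of the same patient (0.122%, 0.0147% to 0.438%) and 3 of 3009 in PDAC of patient 5 (0.0997%, 0.0206% to 0.291%). The unthinned share was 3.36% in PanIN and 0 of 1645 spots in that normal segment. In settings added after seeing the data, the PanIN share was 6.37% at 3 or more UMIs of 1000 and 0.268% (5 spots, 0.0869% to 0.623%) at 10 or more, where the interval overlapped those of the other segments. All other segments had 0, which with 3 counts as the limit of a 0 allows a share of up to 0.263% in PDAC of patient 2 (1142 spots, exact 95% upper bound 0.322%) and up to 37.5% in PDAC of patient 4 (exact 36.9%), where 8 spots were deep enough.

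**Figure D3:**
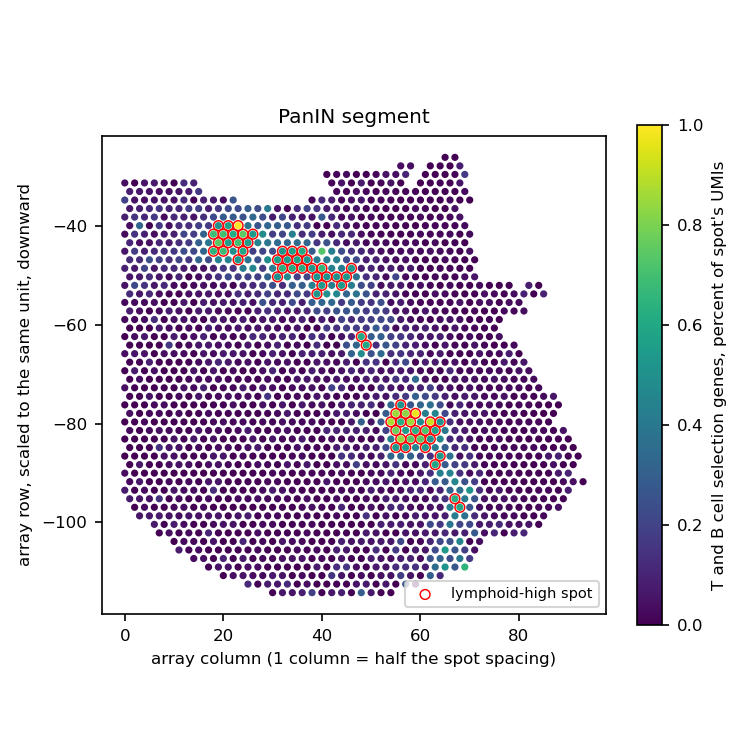
Map of the PanIN segment with 1 dot per spot at its array column and row, both axes in the same unit, colored by the percent of the spot's UMIs from the T and B cell selection genes, with values over 1 drawn as 1. Red rings mark the 63 lymphoid-high spots, which lie in 6 groups.

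The thinned share was then compared between region types, in a design too small to pass 0.05. The mean within-patient difference was -0.00547 percentage points for PDAC against normal (higher in 1, lower in 1 and equal in 2 of 4 patients), which turned to 0.0249 with no thinning, 0.0274 at 3 or more UMIs and 0.0332 without patient 1, and it was -0.0405 for CP against normal (3 patients) and 0.0332 for PDAC against CP (3 patients). Each had a two-sided exact sign-flip permutation p of 1, where the smallest p possible was 0.125 with 4 pairs and 0.25 with 3. Means were 0.0304% ± 0.0608 (SD, n = 4) in normal and 0.0249% ± 0.0499 (SD, n = 4) in PDAC, and 0% in CP (n = 3). Tests between spot classes over patients, and between region types within lymphoid-high spots, could not be run at the planned share of 0.5% because 1 patient had 10 or more such spots. The values that follow come from the PanIN segment, with no replicate, and intervals cover counting error only. A segment's label does not give the lesion beside a spot, and distances to lesions were not measured here. The study assigned aggregates by distance to a lesion. It reported that those near PanIN lacked germinal center B cells and a rise of CXCL13. Whether the lymphoid-high spots lie near PanIN was not tested, so their values cannot decide on that report.

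Within the PanIN segment, lymphoid-high spots were chosen for T and B cell transcripts, and the B cell selection list itself was 2.90-fold higher there than in neighbour spots (2.71 to 3.09), so B cell genes near that ratio are not independent of the choice. FDCSP, a secreted peptide of follicular dendritic cells (chromosome 4 from 70226124 to 70235252), was 4.45-fold higher than in neighbour spots (95% interval 3.49 to 5.70), CR2, the complement receptor of B cells and follicular dendritic cells, 3.64-fold (3.12 to 4.25) and CXCL13 3.06-fold (2.61 to 3.59). The B cell genes BCL11A, CD72, TCL1A, NIBAN3 and PAX5 were 3.04-fold to 3.41-fold higher. The germinal centre and follicular dendritic cell list was 2.93-fold higher (2.65 to 3.25), the 12-chemokine list 1.39-fold (1.27 to 1.51) and the proliferation list 1.58-fold (1.34 to 1.86). Matrix fibroblast genes stood at 0.36 of the neighbour level (0.349 to 0.371) and macrophage genes at 0.507 (0.432 to 0.592). The lowest ratios included COL12A1 at 0.144 (0.0649 to 0.281), CHPF at 0.187 (0.0948 to 0.335), SFRP4 at 0.229 (0.174 to 0.297) and CCN2 at 0.235 (0.173 to 0.315).

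Against PanIN spots that were neither lymphoid-high nor neighbours, FDCSP was 90.7-fold (64.1 to 131), CR2 65.1-fold (53.0 to 80.6) and CXCL13 49.3-fold higher (40.3 to 60.5). The B cell selection list itself was 32.9-fold higher in this comparison (30.6 to 35.4), so these ratios are not independent of the choice of spots. The epithelial genes KLK10, a secreted protease, and CGN, a tight junction protein, had 0 UMIs in lymphoid-high spots, and were at least 6.91-fold and at least 6.05-fold lower there, with 3 counts taken as the limit of a 0 (exact 95% upper bounds of the ratio 0.179 and 0.204). CXCL13 stood at 953 CPM in lymphoid-high spots and at 464, 154, 89.9 and 14.5 CPM at 1, 2, 3 and 4 or more spots away. CR2 stood at 1113, 489, 118, 63.6 and 13.9 CPM over the same distances and LTB at 807, 483, 263, 162 and 75.3 CPM. CCL19, a chemokine of T cell zones, was at 1004 CPM in lymphoid-high spots (902 to 1115), 1207 CPM at 1 spot (1111 to 1309), 715 CPM at 2, 261 CPM at 3 and 52.8 CPM at 4 or more.

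**Figure D4:**
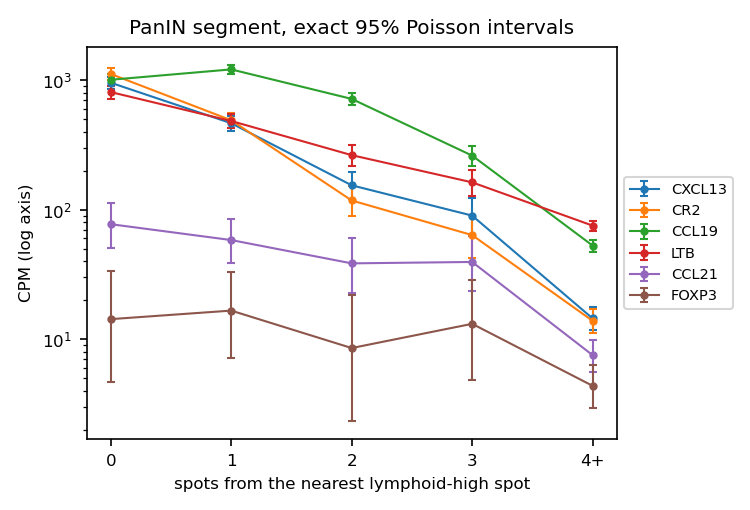
CPM (log axis) of CXCL13, CR2, CCL19, LTB, CCL21 and FOXP3 in the PanIN segment by distance in spots from the nearest lymphoid-high spot, with exact 95% Poisson intervals of the counts. CXCL13 falls from 953 to 464 CPM over the first step, where CCL19 is at 1004 and then 1207 CPM.

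The PanIN segment was then set against the normal segment of the same patient. SPRR3, a component of the cornified envelope, had 230 UMIs against 0 and was at least 256-fold higher, and TNS4, with 104 against 0, at least 116-fold, where 3 counts stand for a 0 and the exact 95% lower bounds of the ratios are 207 and 92.6. CEACAM5, an adhesion protein of gut epithelium, was 452-fold higher (207 to 1235), PSCA 374-fold (196 to 820) and MUC5AC 448-fold (152 to 2182). The protease genes KLK6 and KLK7, at 1 UMI each in the normal segment, and COL17A1, at 2, completed the 8 largest ratios, with intervals of 257 to 57053, 199 to 44242 and 158 to 4782. Lowest were the adipocyte genes ADIPOQ at 0.0331 (0.00398 to 0.121) and FABP4 at 0.0934 (0.0664 to 0.128), the phospholipase gene PLA2G2A at 0.0404 (0.0253 to 0.0614) and FOSB at 0.112, followed by PI16, CRISP3, AMY2B and IL6 between 0.145 and 0.169.

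Relative to the median log2 ratio of all genes, 1.02, the PanIN segment's list medians were high for basal PDAC (4.45), B cell selection genes (3.20), study-named TLS genes (2.71), regulatory T cell (2.60) and islet genes (2.58), and low for acinar (-1.82), adipocyte (-1.08) and inflammatory fibroblast genes (-0.35). Among 10000 random lists matched on expression, these medians lay at percentiles of 99.9 or above and of 0. The normal segment of patient 1 had the lowest islet share of the normal segments (0.148%, others 0.355% to 0.598%, PanIN 0.585%). Its adipocyte share was the highest of them (0.0146%, others 0.00250% to 0.00509%, PanIN 0.00802%). PanIN list medians against the other normal segments were not computed. Against the PDAC segment of the same patient, the median of all genes was 0.39. Lists at a percentile of 100 included B cell selection genes (3.36), germinal centre and follicular dendritic cell genes (1.72) and study-named TLS genes (1.59). Naive and central memory T cell genes (1.33) and T cell selection genes (1.21) were there too. Lists at 0 were acinar (-0.82), basal PDAC (-0.70), ductal (-0.48), hypoxia (-0.32) and classical PDAC genes (-0.20). Against the CP segment, lists at a percentile of 100 included B cell selection genes (4.77) and study-named TLS genes (1.94). Those at 0 were ductal (-0.83), acinar (-0.75), classical PDAC (-0.52) and macrophage genes (-0.38).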

Values the study reported

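The study reported 24 tertiary lymphoid structures in its Visium segments, of which 4 lay near CP, 2 near PanIN and 18 around tumor. It kept 19 of its 20 segments. Its transcriptional pattern most associated with these structures correlated with a 12-chemokine signature at a Pearson coefficient of 0.4654.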

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

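The test of depth in the PanIN segment was chosen after its result was seen, and thinning of whole segments was added after the data were examined, with its bound set before its own result.

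Some segments stood apart from the other tested segments of their group, which leave out PDAC of patient 4. The normal segment of patient 5 had 0.235% of UMIs in classical PDAC genes, against at most 0.0346% in the other normal segments. The normal segment of patient 1 had a lymphoid-high share of 0.122% after thinning, where the other normal segments had 0, and 0 without thinning. The PDAC segment of patient 1 held 26.5% acinar UMIs, against at most 1.69% in the other tested PDAC segments. The PDAC segment of patient 2 had 0.0443% in red blood cell genes, against at most 0.00157%. The PDAC segment of patient 5 had 0.325% in macrophage genes (others at most 0.127%), 0.0663% in study-named TLS genes (others at most 0.0383%) and a lymphoid-high share of 0.0997% (others 0). The PDAC segment of patient 3 had 0.153% in hypoxia genes, against at most 0.0551%. These are 8 of 117 groups tested, where chance gives about 5.85. In the PDAC segment of patient 4, which was left out, red blood cell genes took 0.0888%, macrophage genes 0.188%, study-named TLS genes 0.0990% and hypoxia genes 0.116%.

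The PDAC segment of patient 4, outside the comparisons for its depth, had 4 of the 10 study-named genes above every normal segment: CXCL13 at 81.2 CPM (16 UMIs, exact 95% Poisson interval 46.4 to 132), LTB at 183 CPM, ETS1 at 107 CPM and NFKB2 at 594 CPM. CR2, CXCR5, FOXP3 and PAX5 had 0 UMIs there (exact 95% upper bound 18.7 CPM each), and CCL19 was at 15.2 CPM (3.14 to 44.5) where the normal segment of patient 1 had 85.2 CPM. CCL21 was at 10.1 CPM (2 UMIs, 1.23 to 36.7), within counting error of the 29.1 CPM in that normal segment. The PanIN segment, also outside them, had 9 of the 10 above every normal segment: CXCL13 at 91.3 CPM, CCL19 at 207 CPM, CR2 at 95.4 CPM, LTB at 144 CPM, CXCR5 at 15.6 CPM, FOXP3 at 6.20 CPM, ETS1 at 139 CPM, PAX5 at 33.3 CPM and NFKB2 at 139 CPM, while CCL21 was at 16.8 CPM. Its lymphoid-high share was 3.05%. The CPM given here are per total UMIs, without composition factors. On that scale the median log2 ratio of all genes was 1.02 for PanIN over the normal segment of patient 1. A CPM above every normal segment need not be a rise relative to other genes.

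The first pattern weighed is the 1168 genes changed between PDAC and normal. Thinning each segment to 3032169 UMIs kept 78.5% of them called in the same direction, with a median absolute log2 fold change of 1.17 before and 1.15 after, which argues against depth as the whole cause. Leaving out the acinar genes kept 92.7%, above the bound of 50% written beforehand, with a median absolute log2 fold change of 1.17 before and after. TMM factors already trim such genes, and the removal moved the median of all genes by only -0.04. It therefore cannot decide whether these genes act through the scaling of libraries, which stays open. Only 1 of the 8 splits that exchange the types within patients, the real one, gave 1168 genes and the highest other gave 0, and 8 splits are too few for a share under 0.05. A different mix of cells in each region type, fewer acinar cells included, also stays open and was not tested.

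The second pattern is the lymphoid-high share of the PanIN segment. After thinning it was 3.05%, with a lower bound of 2.32% above the highest upper bound in segments with at least 1000 thinned spots, 0.438%, which argues against lower depth as the cause at this threshold. At 10 or more UMIs the share was 0.268% (0.0869% to 0.623%) and overlapped the other segments, so the separation is not shown there. The study scored transcription factor activity in aggregate spots and their neighbours, and mapped it on a segment named as PanIN of patient 1. If that is this segment, it held an annotated aggregate, and its share need not reflect PanIN as a region type. Whether such placement accounts for the share, and a difference between PanIN and other regions, stay open. They were not tested, since PanIN had 1 segment.

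For the lists, 3 of the 8 splits gave at least the 12 lists shifted between PDAC and normal, the highest other giving 13. For CP against normal, 7 of the 8 splits gave at least the real 11, the highest other giving 15, and for PDAC against CP, 1 of the 8 gave 13, the highest other giving 11. For genes, the real count was 0 in CP against normal and in PDAC against CP, and the highest other split also gave 0. Any split gives 0 or more, so these gene counts cannot decide. The splits are too few for a share under 0.05 in each. Still, for CP against normal and PDAC against normal, the count of shifted lists does not set the real grouping apart from exchanged ones. For PDAC against CP, only the real split reached 13.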

How the results depend on the processing

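Settings added after seeing the data were the robust estimate, patient 2 left out, thinning of segments, the PanIN segment alone for distances, the settings of the PanIN share and thinned spots for the spot correlation. For PDAC against normal, the 1168 genes became 4475 with DESeq2, 12093 on total counts (11933 higher, 160 lower), 0 with no replicate block and 0 with patient 2 left out; leaving out 1 segment gave 0 to 1756. The count stayed within 1.5 times in the 6 other settings, at 1068 to 1439, though without acinar genes 545 were higher and 613 lower. CP against normal and PDAC against CP stayed at 0 in every setting but DESeq2, with 203 and 461. An estimated correlation took the shifted lists to 0 in each comparison; leaving out 1 segment gave 10 to 14 for PDAC against normal, 5 to 14 for CP against normal and 11 to 14 for PDAC against CP. The block changed no other count of called genes or shifted lists by over 1.5 times. Genes at an unadjusted p under 0.05 did move without the block. They went from 1823 to 370 for CP against normal and from 2130 to 1395 for PDAC against CP. For the 16 genes named by size, 184 of 335 values no longer passed, 151 did and 0 reversed. Sizes varied as well: over 21 settings the log2 fold change ran from 3.22 to 7.32 for S100P and from 2.57 to 5.37 for MUC5AC. The cause was not tested, except that fewer segments were fitted where any was left out.

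For the lymphoid-high share, PDAC against normal was 0.0249 points with no thinning, 0.0274 at 3 or more UMIs, -0.0258 with no adjacent spot needed and 0 at 10 or more, with a range of -0.0405 to 0.0332 over patients left out. CP against normal was 0 with no thinning, -0.251 at 3 or more, -0.123 with no adjacent spot needed and 0 at 10 or more (range -0.0608 to 0), and PDAC against CP was 0.288 at 3 or more, 0.0889 with no adjacent spot needed and 0 at 10 or more (range 0 to 0.0499); each p was above 0.05, as the design fixes. The PanIN share was 6.37% at 3 or more UMIs and 0.268% at 10 or more. CXCL13 at 4 or more spots was 3.68 CPM as designed, which adds the patient's other segments, and 14.5 CPM in the PanIN segment alone. The designed tests between spot classes could not be run. At a share of 0.25%, 2 patients could be fitted, with 2 residual degrees of freedom. Then 1312 genes differed between lymphoid-high and neighbour spots and 4397 from other spots (DESeq2 1251 and 3610). These fits summed each patient's spots over all segments. In patient 1, the PanIN segment held 175 of 189 lymphoid-high spots but 1423 of 8337 other spots. The 4397 genes therefore mix region type with spot class. At 1% no patient had enough spots. The tests between region types within these spots had 0 patients with both types at each threshold. Depth limits PDAC of patient 4 most, where 8 spots reached 1000 UMIs, and among tested segments PDAC of patient 2, where 1142 did.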

Other observations

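The correlations here were not among the analyses fixed before the data were examined, and no value in this part carries a test. Across spots, the 12-chemokine share and the selection-list share correlated at a Pearson r of 0.699 (Spearman 0.515) in the PanIN segment and 0.0188 (Spearman 0.0278) in the PDAC segment of patient 2, the highest and lowest Pearson values of 12 segments, where neighbouring spots are not independent. By Spearman, 4 segments lay above PanIN, at 0.524 to 0.596. These values move with depth: with each spot thinned to 1000 UMIs, r was 0.474 in PanIN (Spearman 0.397), the highest by both measures, 0.0566 in PDAC of patient 2 (Spearman 0.0304) and lowest in normal of patient 2 at -0.0125 (Spearman -0.0115). In the PanIN segment, T cell selection genes stood at 901 CPM in lymphoid-high spots (exact 95% Poisson interval 804 to 1006) and 689.9 CPM in neighbour spots (638 to 745), and B cell selection genes at 5441 CPM (5199 to 5691) and 1878 CPM (1792 to 1967), where both lists define the spots. Cytotoxic lymphocyte genes were at 0.777 of the neighbour level (0.604 to 0.991), mast cell genes at 0.374 (0.263 to 0.520) and plasma cell genes at 0.799 (0.725 to 0.879). Neutrophil genes were at 0.745 (0.509 to 1.07) and regulatory T cell genes at 1.17 (0.881 to 1.53), both within counting error of 1.

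Over 12287 genes, which are not independent replicates, log CPM correlated at r = 0.969 between the CP and PDAC segments of patient 1, at 0.967 between its PanIN and PDAC segments and at 0.930 between its normal and PDAC segments. The normal segment of patient 5 correlated with the PDAC segment of patient 1 at 0.941, above that patient's own normal segment.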
